A study of Mus musculus with 5 samples. Its data were reported in "Transcriptional integration of mitogenic and mechanical signals by Myc and YAP" (2017).

How the data were processed

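ChIP-seq was performed in mouse 3T9MycER;YAP fibroblasts (3T9MycER in the labels) with antibodies against Myc, RNAPol2, TEAD and YAP, 1 sample each, and the remaining sample was labelled as input. Per the labels, MycER was activated with 400 nM OHT and the YAP mutant was induced with 2 µg/ml doxycycline. Cells for the Myc, TEAD and RNAPol2 samples were fixed with 1% formaldehyde, and those for YAP with a second crosslinker before 1% formaldehyde, so that fixation differs between YAP and the other factors. Chromatin fragments averaged 250 bp. The title of the input sample names no treatment and its antibody field names an IgG. No peak list of the input was used here. Groups were taken from the sample titles.

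The submitters' processing notes name BWA 0.6.2, SAMtools, MACS2 2.0.9 and the mm9 genome build. Per the file headers, the authors called narrow peaks for each sample separately, without pooling, at a p-value cutoff of 1e-05. The control was one library of 60189064 tags in all 4 lists, and whether it is the deposited input is not stated in the headers. Tags were 51 bp long, at most 2 tags were kept per position, and the larger library was scaled towards the smaller one. The ChIP libraries held 20441605 (Myc), 31770727 (TEAD), 29528304 (YAP) and 38345189 (RNAPol2) tags. The Myc library was the shallowest.

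Each deposited peak has a pileup, the signal of extended ChIP tags at the summit. Each has a −log10 p-value and a −log10 q-value computed by the authors' peak caller against a local background. The deposited fold enrichment is the ratio of the pileup to that background. The background is the largest of a genome average and of control windows of 1000 and 10000 bp, per the file headers and the caller's design, so it cannot fall under the genome average. Other deposited values used here were the positions of peaks and summits, which are 1-based mm9 coordinates. The control level of a peak was computed as its pileup over its fold enrichment, and its floor is the lowest such level in the list. In the Myc list 47.7% of peaks lay within 5% of that floor.

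Peaks of different lists were counted as overlapping when they shared at least 1 bp. Sites were the merged regions of the YAP, Myc and TEAD peaks, in 7 classes by the factors they hold. Shares were given with 95% Wilson intervals and compared with 1000 seeded random placements, uniform within each chromosome up to its last peak. Ratios of median fold enrichment, Mantel-Haenszel odds ratios over deciles of TEAD fold enrichment and rank correlations have 95% intervals from 1000 resamplings of 10 Mb genome blocks. These intervals describe the spread along the genome of 1 sample and not the spread between samples. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9. The routines were tested on simulated data made from the 48571 TEAD peaks. They returned a planted share of 80% as 80.0%, an odds ratio of 2 as 1.97, a ratio of medians of 1.5 as 1.49 and a rank correlation of 0.431 as 0.426.

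The main definitions, the rule for named regions and most alternatives were fixed before the data were examined. The rule takes the 5 peaks of highest YAP fold enrichment in the YMT class and among YAP peaks without Myc. It also takes the 5 highest Myc peaks without TEAD and YAP, the 5 highest TEAD peaks without Myc and YAP and the 5 highest RNAPol2 peaks. Fixed alternatives were the stronger 50% of each list, a −log10 q of at least 10, lists of equal length, overlap of at least 50% of the shorter peak and summits within 250 bp. Others left out mitochondrial, Y and unplaced sequences or all peaks that overlap the 1% of RNAPol2 peaks of highest pileup, used pileup or −log10 p as height, matched on peak width, shifted lists circularly, or counted YAP peaks in place of merged sites. Chosen after seeing the data were the odds ratios, the splits by decile and by RNAPol2 height, the rank correlations, the comparison of Myc and TEAD peaks with and without YAP, and the results without chromosome 15. So were the comparisons of YAP peaks per TEAD peak between parts of chromosomes and of chromosome 19 with others, which use blocks of 1 Mb because blocks of 10 Mb gave no interval for parts of chromosomes, the comparison of the weakest decile of YAP peaks with the next 3, and counting a ratio as reversed wherever it crossed 1.

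The gene table used here is of the GRCm38.p6 assembly and the files are in mm9, so peaks were not assigned to genes. Promoter shares, the 17 gene lists fixed beforehand and the motif content of peaks were therefore not analysed here, and regions are named by their coordinates.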

Results

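The data were chromatin immunoprecipitation followed by sequencing (ChIP-seq) from 3T9MycER;YAP cells, a line of immortalized mouse embryonic fibroblasts that the labels list under its parental line, 3T9MycER. These cells carry MycER, a Myc protein fused to a hormone-binding domain, which was activated with 400 nM 4-hydroxytamoxifen (OHT). They also carry an activated mutant of YAP, the coactivator restrained by the Hippo kinases, which was induced with 2 µg/ml doxycycline. Chromatin was precipitated with antibodies against Myc, YAP, TEAD and RNA polymerase II (RNAPol2). TEAD is the family of DNA-binding proteins through which YAP reaches chromatin. There was 1 sample per antibody. No peak list of the remaining sample, the input, was used, and whether it is the control library of the lists is not stated.

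The ChIP libraries held 20441605 tags for Myc, 31770727 for TEAD, 29528304 for YAP and 38345189 for RNAPol2, against one control library of 60189064 tags. The authors' lists held 14354 Myc peaks, 48571 TEAD peaks, 10293 YAP peaks and 49650 RNAPol2 peaks. Median peak widths were 605 bp for Myc, 345 bp for TEAD, 321 bp for YAP and 543 bp for RNAPol2. With 1 sample per antibody there is no spread between replicates and no p-value is given. Wilson 95% intervals of shares cover counting error only. They are computed on counts of peaks, treat peaks as independent and do not cover the spread between samples. Reads amplified by PCR without molecular identifiers are also not independent molecules. Fold enrichment is the authors' own value for each peak and was compared only within its list.

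The first question was how far YAP, Myc and TEAD occupy the same genomic sites when MycER and YAP are active together. With the full lists, almost all YAP peaks lay at TEAD peaks: 91.6% of them overlapped one (95% interval 91.0 to 92.1). A smaller part lay at Myc peaks, 30.9% (30.0 to 31.8), and nearly all of these also held TEAD. YAP peaks with both Myc and TEAD (YMT peaks) numbered 3111, or 30.2% of the YAP list (29.3 to 31.1). YAP peaks with TEAD and without Myc numbered 6315, or 61.4%, and 800 YAP peaks overlapped neither factor.

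Random placement of the Myc and TEAD peaks along their chromosomes gave a mean YMT share of 0.0313% of YAP peaks. The highest share in 1000 placements was 0.0972%. For YAP peaks at TEAD peaks the placed mean was 1.87%, so that the observed share was 49.0 times higher. For YAP peaks at Myc peaks the observed share was 41.3 times the placed mean. The placements, here and below, were uniform along each chromosome. They do not separate joint binding from a preference of the factors for the same kinds of region. All 4 lists were called against the same control library, and part of the overlap may come from it. The YMT share fell to 15.4% when only the stronger 50% of each list was kept, and to 14.98% with lists of equal length. The share of YAP peaks at TEAD peaks fell to 66.1% with lists of equal length. It was 94.7% with the stronger 50% of each list and 96.5% at a −log10 q of at least 10.

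Merging the YAP, Myc and TEAD peaks gave 52563 sites. TEAD alone was found at 31646 of them, or 60.2%. Sites with YAP, Myc and TEAD numbered 3063, sites with YAP and TEAD 5952, and sites with Myc and TEAD 6713. The first of these classes fell to 798 with the stronger 50% of each list, 1244 at a −log10 q of at least 10 and 1492 with lists of equal length. Sites with YAP and TEAD numbered 4002, 3216 and 4990 in the same settings. Myc alone was found at 4364 sites. YAP with Myc in the absence of a TEAD peak was found at 25 sites. With lists of equal length there were 585 such sites, TEAD alone was found at 3033, Myc and TEAD at 756 and Myc alone at 7434. Myc alone was also the larger of the last 2 classes with the stronger 50% of each list (3908 against 2440) and at a −log10 q of at least 10 (4918 against 4648), so that their order depended on the lists.

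**Figure D1:**
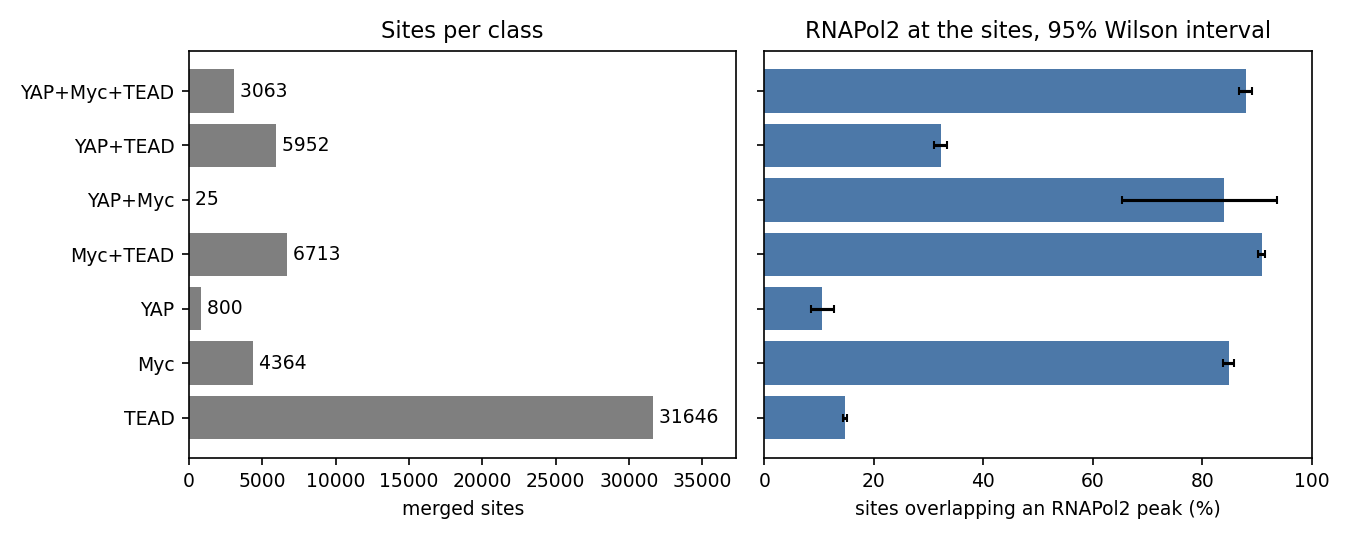
Left, the number of merged YAP, Myc and TEAD sites in each of 7 classes of occupancy; right, the percentage of the sites in each class that overlapped an RNAPol2 peak, with 95% Wilson intervals. Classes with Myc lie between 84.0% and 90.9% on the right, and classes without Myc between 10.5% and 32.2%.

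The second question was what part of the Myc sites holds TEAD and YAP. Most Myc peaks overlapped a TEAD peak, 69.4% (68.6 to 70.1), which was 29.2 times the mean of random placements. YAP was present at 21.0% of Myc peaks (20.4 to 21.7), 39.6 times the placed mean, and 2986 of these 3017 peaks also overlapped TEAD. With the full lists, Myc peaks with TEAD and without YAP were the most frequent class, at 6973 peaks or 48.6% of the list. Seen from TEAD, 22.5% of its peaks overlapped Myc (22.1 to 22.9) and 18.7% overlapped YAP (18.4 to 19.1).

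These shares moved with the lengths of the lists. With 10293 peaks in each of the Myc, TEAD and YAP lists, 22.0% of Myc peaks overlapped TEAD and 63.0% of TEAD peaks overlapped YAP. With the stronger 50% of each list, 45.3% of Myc peaks overlapped TEAD, 11.1% of Myc peaks overlapped YAP, 14.0% of TEAD peaks overlapped Myc and 15.9% of YAP peaks overlapped Myc.

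The third question was at which TEAD sites YAP is found. TEAD peaks with YAP were the stronger ones, with a median TEAD fold enrichment of 16.8 against 7.0 at TEAD peaks without YAP, a ratio of 2.40 (2.32 to 2.47). In the lowest decile of TEAD fold enrichment 2.57% of peaks overlapped YAP, and in the highest decile 81.5% did. These are shares with a called YAP peak. YAP and TEAD heights rose together at shared peaks, with a Spearman's rho of 0.698 with Myc and 0.620 without. YAP at weak TEAD peaks may therefore have stayed below the calling threshold, and its absence there is not shown. Myc was found at 34.1% of TEAD peaks with YAP and at 19.8% of TEAD peaks without it. RNAPol2 was found at 51.2% of TEAD peaks with YAP and at 29.9% of those without.

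Within a decile of TEAD fold enrichment, TEAD peaks with Myc overlapped YAP more often than those without. In the lowest decile the shares were 6.07% with Myc (4.66 to 7.88) and 1.82% without (1.45 to 2.29). In the highest decile they were 84.1% (82.3 to 85.7) and 80.1% (78.6 to 81.5). Pooled over deciles, the odds of YAP overlap were 1.62 times higher at TEAD peaks with Myc (1.48 to 1.76). The odds ratio was 1.14 with the stronger 50% of each list (1.01 to 1.31) and 1.34 at a −log10 q of at least 10 (1.21 to 1.49). With RNAPol2 overlap held constant as well, the odds ratio for Myc was 1.13 (1.03 to 1.24). The odds ratio for RNAPol2, with TEAD decile and Myc held constant, was 1.64 (1.502 to 1.80).

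**Figure D2:**
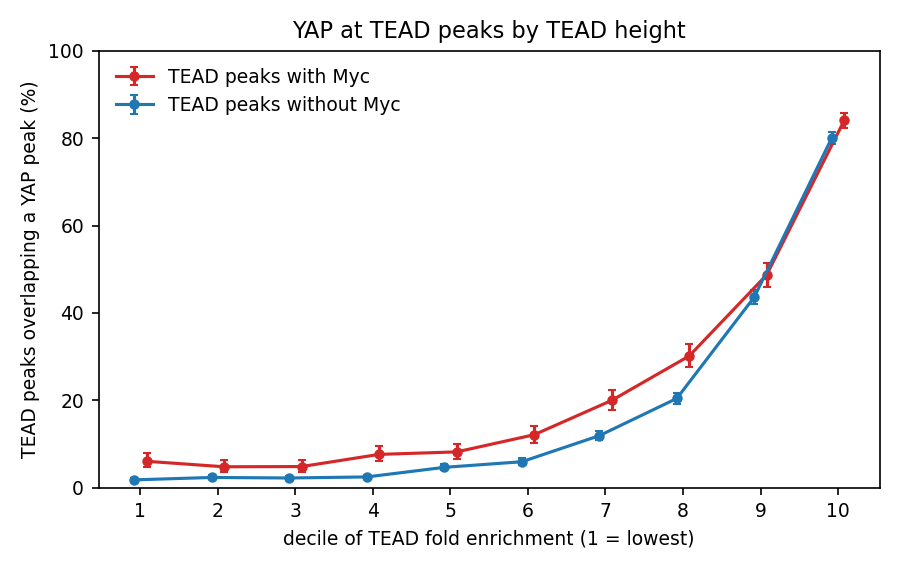
Percentage of TEAD peaks that overlapped a YAP peak (vertical axis) by decile of TEAD fold enrichment (horizontal axis, decile 1 the lowest), for TEAD peaks with and without a Myc peak, with 95% Wilson intervals. Both series rise, from 6.07% and 1.82% in the lowest decile to 84.1% and 80.1% in the highest.

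The fourth question was whether sites held by the 3 factors together are the most strongly bound. For TEAD, the YMT class was the strongest, with a median fold enrichment of 17.6 against 6.95 at TEAD peaks without Myc and YAP. That ratio was 2.54 (2.45 to 2.68, from resampling of genome blocks), and it was 2.81 for pileup, 4.46 for −log10 p and 1.78 after matching on peak width. TEAD peaks with YAP and without Myc had a median close to it, 16.3, and TEAD peaks with Myc and without YAP had a median of 7.32. For YAP, the median was 6.86 in the YMT class and 6.30 at YAP peaks without Myc, a ratio of 1.09 (1.07 to 1.11). The YAP ratio was 1.12 for pileup and 1.19 for −log10 p, and 0.988 after matching on peak width (0.962 to 1.01). Median YAP width and pileup were 391 bp and 28 in the YMT class. With TEAD and without Myc they were 313 bp and 25. Width thus went with height, and matching on it can remove part of a height difference.

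Myc followed another order. Its median fold enrichment was 8.32 in the YMT class, 8.52 at Myc peaks without TEAD and YAP, and 10.4 at Myc peaks with TEAD and without YAP. The ratio of the YMT class to Myc peaks without TEAD and YAP was 0.977, with an interval that includes 1 (0.9497 to 1.03). Its direction changed with the settings, since the ratio was 1.1 for pileup, 1.09 for −log10 p and 1.04 with overlap of at least 50% of the shorter peak (0.979 to 1.07). It was 0.913 with the stronger 50% of each list, 0.886 at a −log10 q of at least 10, 0.846 with summits within 250 bp and 0.845 after matching on peak width, each with an interval that excludes 1. The ratio of Myc and TEAD peaks with YAP to those without was 0.802 (0.782 to 0.841), and it lay below 1 for pileup (0.892) and −log10 p (0.778) as well.

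**Figure D3:**
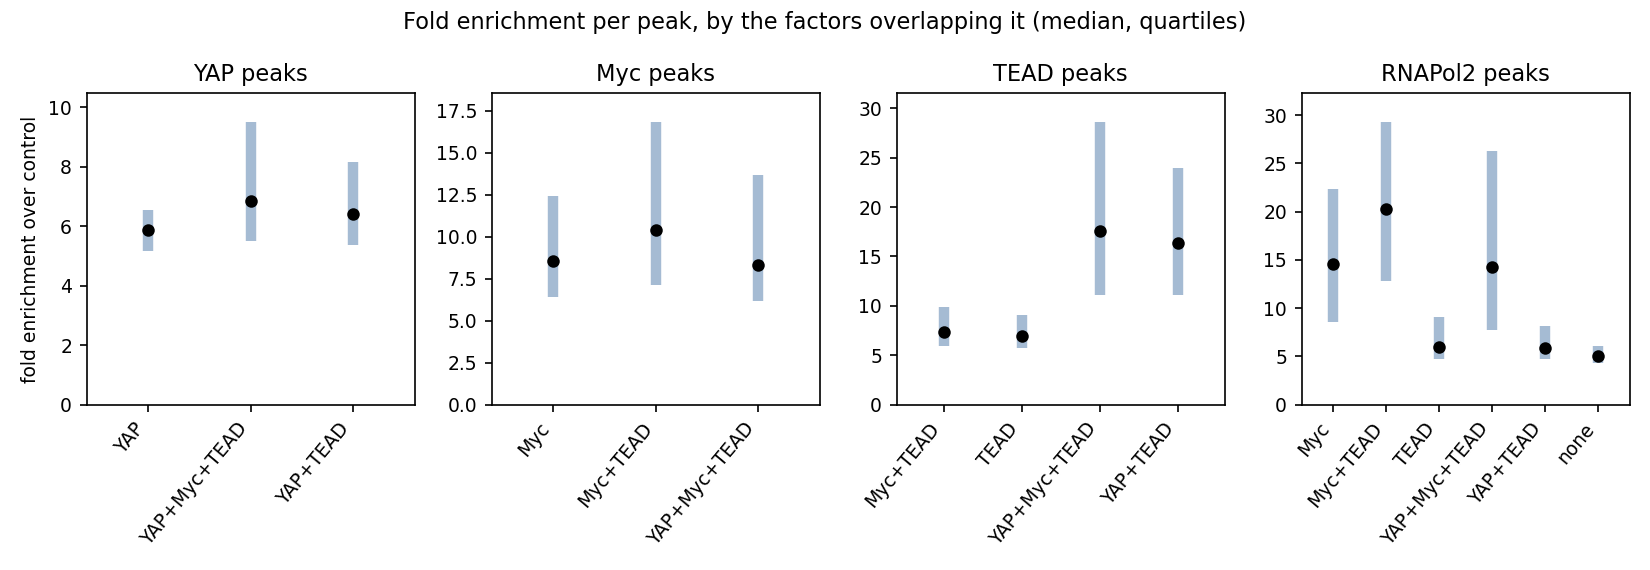
Fold enrichment over control per peak (vertical axes, which differ between panels) for YAP, Myc, TEAD and RNAPol2 peaks, by the factors found at each peak (horizontal axes); points are medians and bars run from the lower to the upper quartile, for classes of at least 100 peaks. TEAD medians are 17.6 and 16.3 with YAP and 7.32 and 6.95 without, while the highest Myc median, 10.4, is at peaks with TEAD and without YAP.

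The strongest regions were picked within each class and are given in mm9 coordinates. The YMT peak of highest YAP fold enrichment lay on chromosome 9 from 63744055 to 63744793, with folds of 63.95 for YAP, 97.67 for TEAD and 14.93 for Myc. The next, on chromosome 7 from 148662117 to 148662914, had a YAP fold of 54.16 and a Myc fold of 86.08. Those on chromosome 5 from 143720609 to 143721520, chromosome 7 from 117440618 to 117441341 and chromosome 18 from 60773063 to 60773529 had YAP folds of 49.92, 46.01 and 44.92. All 5 of these regions overlapped an RNAPol2 peak. In the regions on chromosome 5 and at 148662117 on chromosome 7, not all summits lay within 250 bp of each other.

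Among YAP peaks without Myc, the highest YAP fold was 35.93, on chromosome 9 from 67055764 to 67056858, where the TEAD fold was 84.17. The others lay on chromosome 9 from 69738763 to 69739449, chromosome 1 from 36073946 to 36074452, chromosome 9 from 73320368 to 73320772 and chromosome 5 from 93241812 to 93242598. Their YAP folds were 34.43, 33.69, 32.76 and 31.82, and each held TEAD. Of these 5, the region at 73320368 had no RNAPol2 peak.

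Among Myc peaks without TEAD and YAP, a fold of 84.81 was reached on chromosome 4 from 155365732 to 155366864 and on chromosome 5 from 147888892 to 147889954. The next reached 77.19, on chromosome 16 from 94962434 to 94963939 and on chromosome 2 from 172825418 to 172826532, and 72.42, on chromosome 7 from 28954563 to 28955876. All but the region on chromosome 16 overlapped RNAPol2. TEAD peaks without Myc and YAP reached lower folds in their own list than the strongest shared ones. The highest were 49.63 on chromosome 1 from 137220953 to 137221473, 45.18 on chromosome 7 from 116815676 to 116816329 and 44.88 on chromosome 4 from 140212375 to 140212973. They were followed by 42.94 on chromosome 11 from 49551048 to 49551740 and 41.68 on chromosome 16 from 33798000 to 33798423. All but the last of these overlapped RNAPol2, while 14.7% of the TEAD peaks of this class did.

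A further question was where the sites stand relative to RNAPol2. Sites with Myc were mostly RNAPol2 sites: 87.9% of YMT sites (86.7 to 89.0), 90.9% of Myc and TEAD sites (90.2 to 91.5) and 84.9% of Myc sites (83.8 to 85.9) overlapped an RNAPol2 peak. YAP and TEAD sites without Myc overlapped RNAPol2 in 32.2% of cases (31.0 to 33.4), and TEAD sites without YAP or Myc in 14.7% (14.3 to 15.1). YAP and TEAD peaks with neither Myc nor RNAPol2 numbered 4236, or 41.2% of all YAP peaks (40.2 to 42.1).

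RNAPol2 peaks were strongest where Myc and TEAD were present without YAP, with a median RNAPol2 fold enrichment of 20.3. The median was 14.3 at RNAPol2 peaks with the 3 factors, a ratio of 0.702 (0.656 to 0.750). It was 5.86 with YAP and TEAD and 5.02 with none of the factors. The 5 strongest RNAPol2 peaks all overlapped Myc and TEAD. They lay on chromosome 11 from 115884523 to 115886249 (fold 83.73), chromosome 9 from 44142273 to 44146512 (83.30) and from 88416514 to 88418460 (83.09), chromosome 5 from 116009172 to 116016247 (80.84) and chromosome 6 from 51405807 to 51424604 (80.16). The last of these was the one that also held YAP.

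Summits placed YAP close to TEAD. Where their peaks overlapped, the median distance from a YAP summit to the nearest TEAD summit was 43 bp, and 76.7% of YAP summits lay within 100 bp of it (75.8 to 77.5). YAP summits lay a median of 151 bp from Myc summits at overlapping peaks, with 35.8% within 100 bp (34.2 to 37.5). The median distance from Myc to TEAD summits was 159 bp. At YMT peaks the median distances were 52 bp from YAP to TEAD and 149 bp from YAP to Myc.

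YAP peaks were spread unevenly over the chromosomes. Chromosome 15 held 14.2% of YAP peaks (13.5 to 14.8), 8.29% of TEAD peaks (8.05 to 8.54), 6.41% of Myc peaks (6.02 to 6.82) and 7.66% of RNAPol2 peaks (7.43 to 7.90). There were 0.362 YAP peaks per TEAD peak on chromosome 15, and between 0.130 and 0.293 on the other 19 chromosomes. Of the TEAD peaks, 27.2% overlapped YAP on chromosome 15 (25.9 to 28.6) and 18.0% elsewhere (17.6 to 18.3). By decile of TEAD fold enrichment the odds ratio was 3.70 (2.78 to 4.79), but fold enrichment is divided by the control level. The control level at the peaks of chromosome 15 was 1.53 times its lowest value in the lists.

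**Figure D4:**
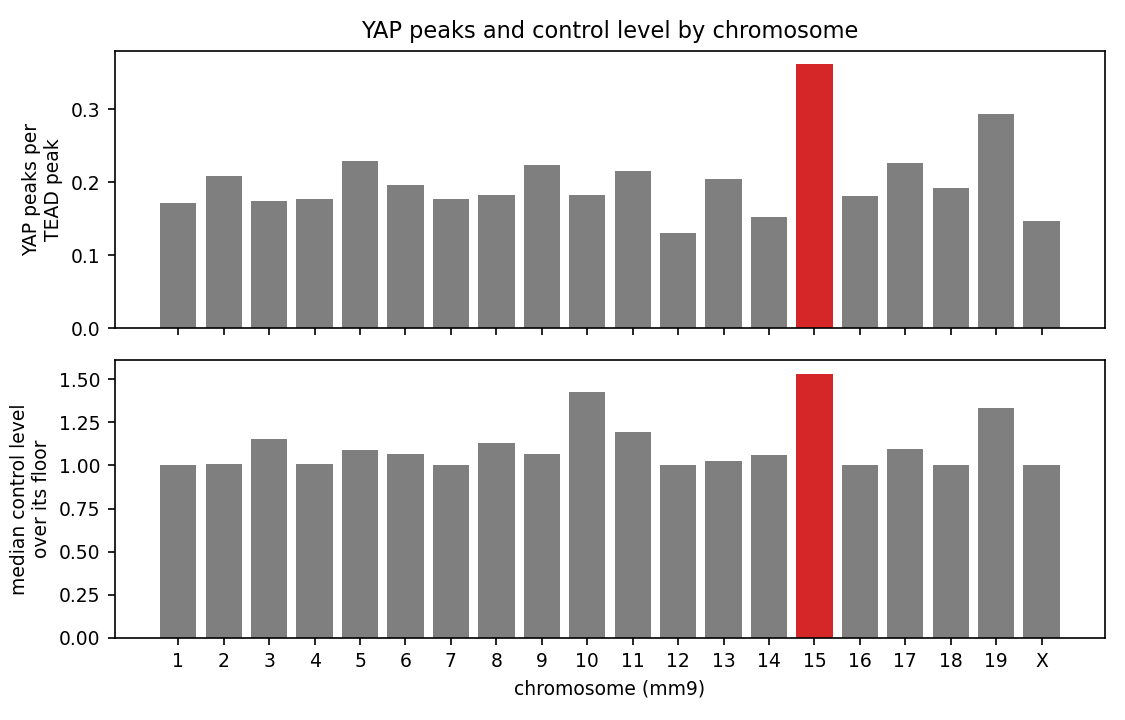
YAP peaks per TEAD peak (upper axis) and the median control level at peaks of the 4 lists over the lowest level of the list (lower axis) for each mouse chromosome in mm9, with chromosome 15 in red. Chromosome 15 has the highest value of both, 0.362 and 1.53, and of the 2 chromosomes next in control level, chromosome 10 (1.43) has 0.182 YAP peaks per TEAD peak and chromosome 19 (1.33) has 0.293.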

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

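All tests in this part were chosen after the result was seen. The control level, given above for whole chromosomes, stood highest above its floor on chromosomes 10, 15 and 19 and on the mitochondrial sequence. It was 1.68 times the floor on chromosome 15 up to 76 Mb and 1.21 times beyond that point, 1.43 times on chromosome 10, and 1.53 times on chromosome 19 beyond 42 Mb. On the other 17 chromosomes the medians ran from 1.00 to 1.19. At the 6 YAP peaks on the mitochondrial sequence it was 29.1 times the floor. Why the control level was raised on chromosomes 10, 15 and 19 was not tested, and DNA copy number was not measured. Whatever raised it may also have raised the ChIP signal there.

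YAP peaks were more frequent per TEAD peak on chromosome 15 than elsewhere, and a raised control level is a candidate explanation. As its whole cause it is argued against, since the YAP to TEAD peak ratio of chromosome 10 was 0.938 times that of the chromosomes other than 10, 15 and 19 (0.843 to 1.04), and that of chromosome 15 beyond 76 Mb was 1.51 times that of chromosome 11 (1.29 to 1.76, from 1 Mb blocks, as are the intervals of the next sentence), where the control level was 1.19 times the floor. A part played by it stays open, since the ratio of chromosome 19 was 1.51 times that of the same other chromosomes (1.38 to 1.64) and was 1.31 times as high after the control level rose there as before (1.13 to 1.56), while on chromosome 15 it was 0.864 times as high after the control level fell, with an interval that includes 1 (0.739 to 1.01). A raised background of the YAP library on chromosome 15 also stays open: chromosome 15 held 3.06 times as large a share of the weakest quartile of YAP peaks by fold enrichment as of the strongest (2.45 to 3.98), which met the bound set for it, but fold enrichment is divided by the raised control level and TEAD gave 1.94. Ranked by −log10 p, a test added once the first value was known, YAP gave 1.31 (1.11 to 1.53), between the bounds set, and TEAD 0.937 (0.791 to 1.08), so that TEAD did not share it; no biological explanation was tested.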

How the results depend on the processing

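Tests of the odds ratio, of Myc and TEAD peaks with and without YAP, and without chromosome 15 were chosen after the result was seen. Shares count as moved when they leave the 95% interval of the main value. Of 211 alternative values, 139 held: shares stayed within that interval, counts within 1.5 times, ratios kept their direction and whether their interval includes 1, and named regions kept their class. Folds over random placement were judged by a range from the standard deviation of the placements. Of the main results, 76 values held, 51 moved, 4 reversed and 4 gained an interval that excludes 1. Of the others, which were counts of further site classes and named regions, 63 held and 13 moved. Filters take peaks from one or both lists of a pair, so that shares and counts can move by construction, and other causes were not tested.

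With the stronger 50% of each list, 45.3% of Myc peaks overlapped TEAD and 11.1% YAP. Of TEAD peaks 14.0% overlapped Myc and 19.8% YAP, and of YAP peaks 15.9% overlapped Myc, 94.7% TEAD and 15.4% both. YMT peaks numbered 794 and YMT sites 798, of which 93.4% held RNAPol2, and the Myc ratio (YMT class to Myc peaks without TEAD and YAP) was 0.913. The interval of that ratio included 1 in the main result, and excluded it here and at each value given below except that for overlap of at least 50%.

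At a −log10 q of at least 10, 54.7% of Myc peaks overlapped TEAD and 11.3% YAP. Of TEAD peaks 19.6% overlapped Myc and 14.0% YAP, and of YAP peaks 26.6% overlapped Myc, 96.5% TEAD and 26.3% both. There were 1233 YMT peaks and 1244 YMT sites, and the Myc ratio was 0.886.

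With lists of equal length, 22.0% of Myc peaks overlapped TEAD and 19.9% YAP. Of TEAD peaks 22.0% overlapped Myc and 63.0% YAP, and of YAP peaks 21.5% overlapped Myc, 66.1% TEAD and 14.98% both. There were 1542 YMT peaks and 1492 YMT sites, 93.8% of them with RNAPol2.

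With overlap of at least 50% of the shorter peak, 64.0% of Myc peaks overlapped TEAD and 19.1% YAP, 20.3% of TEAD peaks overlapped Myc, and 27.8% of YAP peaks overlapped Myc, 90.1% TEAD and 26.7% both. The Myc ratio was then 1.04 (0.979 to 1.07), on the other side of 1. With summits within 250 bp, 48.3% of Myc peaks met TEAD and 15.3% YAP, 14.4% of TEAD peaks met Myc and 17.7% YAP, and 21.4% of YAP peaks met Myc, 83.6% TEAD and 19.1% both. There were then 1969 YMT peaks, 85.2% of their sites held RNAPol2, and the Myc ratio was 0.846. Of the 20 named regions of the factors, 20 kept their class under the first of these criteria and 18 under the second.

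Without the peaks of any list that overlap the 1% of RNAPol2 peaks of highest pileup, 13727 Myc, 47639 TEAD and 10036 YAP peaks were left, and 21.6% of TEAD peaks overlapped Myc, while 29.8% of YAP peaks overlapped Myc and 29.1% both. Without chromosome 15, 68.5% of Myc peaks overlapped TEAD and 19.2% YAP, 18.0% of TEAD peaks overlapped YAP and 93.4% of YAP peaks overlapped TEAD. Without mitochondrial, Y and unplaced sequences, and with circular shifts, no result moved.

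Directions also reversed with other measures of height for Myc and with matching on width for YAP. The Myc ratio, 0.977, became 1.1 with pileup and 1.09 with −log10 p, and 0.845 when matched on peak width. The YAP ratio, 1.09, became 0.988 when matched on width, with an interval that includes 1 (0.962 to 1.01); the cause was not tested. In the YAP, Myc and TEAD lists, classes of higher median pileup had wider peaks. Matching on width can therefore remove part of a height difference.

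Promoter windows, the choice of transcription start sites and the random gene lists were not run, since no gene positions in mm9 were used here. No paired analysis was possible because there is 1 sample per antibody. The depth of the Myc library, 20441605 tags, limits what can be said of Myc peaks that were not called.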

Other observations

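Tests of the control level at Myc peaks, of YAP peaks without TEAD off chromosome 15 and of their weakest decile against the next were chosen after the result was seen, as were the splits in this part. Among YAP peaks, occupancy by Myc followed RNAPol2. Of YAP peaks that overlapped an RNAPol2 peak of the strongest quartile of its list, 72.6% held both Myc and TEAD (70.8 to 74.3). The share was 29.9% for the weakest quartile and 7.25% for YAP peaks with no RNAPol2 peak. TEAD was found at 96.2% of the first group and at 86.4% of the last.

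Across YMT peaks, YAP height followed TEAD height, and no relation of YAP height to Myc height was detectable. Spearman's rho between YAP and TEAD fold enrichment was 0.698 (0.676 to 0.718, 3111 peaks), and between YAP and Myc it was −0.0410 (−0.0883 to 0.00811). Between TEAD and Myc fold enrichment, rho was weakly negative, −0.0595 (−0.102 to −0.0152). Between YAP and RNAPol2 it was −0.0970 (−0.143 to −0.0441) at the 2723 YMT peaks with RNAPol2. At YAP and TEAD peaks without Myc, rho between YAP and TEAD was 0.620 (0.599 to 0.636, 6315 peaks). These are the 5 relations computed across peaks, which are not independent replicates. The share of Myc peaks with YAP was highest in the lowest decile of Myc fold enrichment, 29.5% (27.2 to 31.9), and was 18.9% in the highest (16.9 to 21.0). The share of Myc peaks with RNAPol2 rose from 71.7% to 99.4% between the same deciles. The study's text describes sites held by the factors together as the most enriched for each of them. Its measure of enrichment and its overlap classes may not be those used here, so the values below do not test that statement. Here the median fold enrichment was highest in the YMT class for TEAD, 17.6, and for YAP, 6.86. For YAP the ratio to peaks without Myc was 0.988 after matching on peak width (0.962 to 1.01). Since width went with height, that value does not show that the YAP difference is absent. The highest median Myc fold enrichment, 10.4, was at Myc and TEAD peaks without YAP. Against Myc peaks without TEAD and YAP, the direction for the YMT class changed with the setting. That ratio ran from 0.845 after matching on peak width to 1.1 for pileup.

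Myc fold enrichment was lower at Myc and TEAD peaks with YAP than at those without. A raised control level at the YAP-bound peaks is argued against as the whole cause, since among peaks with the control within 5% of its floor the ratio of medians was 0.838 (0.790 to 0.916), but a part played by it stays open, since for pileup, which is not divided by the control, the ratio was 0.892 (0.842 to 0.921) against 0.802 for fold enrichment. Weaker RNAPol2 peaks at YAP-bound sites may account for part of it: among peaks with RNAPol2 the ratio was 0.799, and with peaks weighted to the same RNAPol2 fold decile it was 0.933 (0.903 to 0.972). That interval excludes 1, so that a remainder is left, but it holds the bound of 0.95 set for a full account, and whether the remainder passes that bound stays open. The biological reading, that YAP marks Myc sites of another kind, was not tested.

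YAP peaks without TEAD numbered 867, or 8.42% of the list, and this moved with the lists. The share of YAP peaks with TEAD was 91.6% in the main result and 66.1% with lists of equal length. It was 94.7% with the stronger 50% of each list and 96.5% at a −log10 q of at least 10. Merged sites with YAP alone, which leave out those with Myc, numbered 800, 2825, 252 and 150 in the same order. In the last 2 settings the YAP list was cut to 5146 and 4690 peaks. An excess of YAP peaks on chromosome 15 is not the whole account, since 6.60% of YAP peaks off that chromosome (6.10 to 7.13) and 19.5% on it had no TEAD peak. Calls near the threshold of the YAP list are a candidate explanation that stays open. The share without TEAD was 13.6% in the weakest decile of YAP peaks by −log10 p (11.6 to 15.8). In the strongest it was 0 of 1030, with an interval up to 0.372%. With 3 peaks (0.291%) set in place of 0 the ratio was 46.7, which is not a lower bound, since that interval reaches higher. The size of this ratio rests on the count that was set, so it is not interpreted. The share without TEAD was also low in deciles 8 and 9, at 1.65% and 0.583%. YAP peaks without TEAD were therefore rare among the strongest YAP peaks. The share without TEAD did not fall over the weaker deciles, being 0.992 times as high in the weakest as in the next 3 (0.835 to 1.19). It was still 9.72% in decile 6, so YAP peaks without TEAD were not gathered at the threshold itself.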
